A study of Mus musculus with 6 samples. Its data were reported in "Gene Expression Programs of Mouse Endothelial Cells in Kidney Development and Disease" (2010).

How the data were processed

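RNA of sorted Tie2-GFP positive GEC from 7 month old mice was measured on 6 Affymetrix Mouse Gene ST arrays, 3 from normal and 3 from db/db mice. The deposited values are log2 probeset signal, 1 column per array. The study states RMA normalisation in GeneSpring, whereas the submitters' processing notes name MAS5 alone. The values ran from 3.18 to 14.46. The sorted values of the other arrays differed from those of normal replicate 1 by at most 0.114, as after a normalisation that equalises distributions. No further normalisation was applied. Such a normalisation removes differences in total signal between arrays, so each change is relative to the other probesets of the same array. The number of arrays limits the precision.

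The table held 35557 probesets, of which the annotation gave 21789 a single gene symbol, 1621 several and 12147 none. Probesets with at least 100 on the linear scale in 3 or more arrays were kept, the level that the study's methods use, which left 20661 probesets and 12763 genes. Of the probesets with no gene listed, 6618 are numbered below the first annotated probeset, and 3281 of these passed the level filter. They stayed in the test, with a median residual SD of 0.430 against 0.162 for probesets with a gene listed. The annotation does not say what they read, and whether they are control probesets is not known, so the counts over all probesets and the variance prior include them as they stand. A gene with several probesets was given by the probeset with the highest mean.

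Groups were taken from the sample labels. They were compared with limma (version 3.58.1, in R 4.3.3) by lmFit and eBayes on the log2 values, db/db minus normal, two-sided, with Benjamini-Hochberg adjustment over all 20661 probesets and a threshold of 0.05. Errors beside single values are SD over 3 arrays and errors beside changes are limma's moderated SE, except for the averaged globin values, where they are the SE over arrays. An exact permutation test of 3 against 3 arrays cannot give a two-sided p below 0.1, so no p was taken from one. The 10 splits of the arrays into 3 and 3 were compared by their counts alone. The labels number the replicates within each group and do not pair them, so the fit held no block.

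The tests, the gene lists and the rule for the genes to name were fixed before the data were examined, though after the study was read. Of 33 lists 32 with at least 5 measured members were tested with limma's camera, with the preset correlation of 0.01 between genes and adjustment over the lists, and sex-linked markers were given as values. The lists covered adhesion, NF-kappaB targets, interferon, angiogenesis, BMP and TGF-beta, phosphodiesterases, coagulation, complement, the nitric oxide axis, fatty acids, sterols, glycolysis, NRF2, the unfolded protein response, hypoxia, matrix, the cell cycle, immediate early genes and the circadian clock. Others held markers of pan-endothelial, glomerular, medullary, peritubular and arterial endothelium, podocytes, mesangial cells, proximal tubule, distal nephron, leukocytes, and erythrocytes with platelets. A further pair held the genes that the study discusses for db/db or gives as not changed. For each list the limma p of its members was also adjusted over the list alone. The genes to name were the 5 with the smallest p in each direction where fewer than 10 passed, the genes that the study discusses, Lepr, sex-linked markers, Meis1, up to 4 members of each list by size of change among those past the test (or 2 by p) and the 2 most abundant members of each list. Members that passed only under an alternative were named after their values were seen. Probesets near Lepr were compared with all others by Fisher's exact test, with 100 genes on either side.

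Alternatives chosen with the tests were quantile normalisation, median centring, no level filter, a level of 200, an intensity trend in eBayes with and without a robust prior, a replicate block, array weights, leaving out each array in turn, the methods' t-test (unpaired, equal variance), 1 probeset per gene, camera with an estimated correlation, fry, the mean of a gene's probesets and other windows around Lepr. A limit to probesets with a gene listed, with and without the trend, and lists without the genes that the study discusses were chosen after seeing the data. Each test was first tested on simulated data with 200 changed probesets. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.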

Results

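Glomerular endothelial cells (GEC) were studied in normal mice and in db/db mice, which lack a working leptin receptor and become obese and diabetic. The animals carried Tie2-GFP, a transgene that makes endothelial cells fluoresce green, so that the cells of sieved glomeruli could be sorted. All samples came from mice of 7 months. There were 3 normal and 3 db/db samples, with 1 Affymetrix whole-transcript mouse array each, named here normal replicates 1 to 3 and diabetic replicates 1 to 3. Median log2 signal per array lay between 7.00 and 7.04, and the number of arrays limits the precision. Pan-endothelial markers gave high signal in both groups, as for Kdr, the main VEGF receptor, at 13.08 ± 0.02 in normal and 13.18 ± 0.00 in db/db (log2, mean ± SD, n = 3 per group). The arrays correlated pairwise with r between 0.954 and 0.971, with a mean of 0.964 within groups and 0.964 between them. Normal replicate 2 stood apart on the first principal component, which held 30.5% of the variance.

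The comparison of db/db with normal GEC asked which genes differ in the glomerular endothelium of this model of diabetic nephropathy. Scn7a, a sodium channel subunit that the study named as a gene of normal GEC, fell 6.26-fold, from 11.13 ± 0.19 to 8.49 ± 0.29 (log2, mean ± SD, n = 3 per group). Aplnr, the receptor for apelin, rose 8.85-fold, from 8.65 ± 0.54 to 11.79 ± 0.70. Sele, which lets leukocytes roll on endothelium, rose 6.95-fold, from 8.75 ± 0.45 to 11.54 ± 0.33, and Vcam1, which binds leukocyte integrins, rose 6.41-fold, from 7.75 ± 0.32 to 10.43 ± 0.74. Cd55, which shields cells from complement, rose 5.68-fold, from 8.24 ± 0.24 to 10.75 ± 0.60. These genes passed limma's test when adjusted over the list alone, for the lists given next, and 0 of 20661 probesets passed when adjusted over all probesets (smallest adjusted p = 0.203). Scn7a also passed (adjusted p = 0.0336) when each of 12763 genes was tested by 1 probeset, where its range over the alternatives ran from 0.0336 to 0.53.

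**Figure D1:**
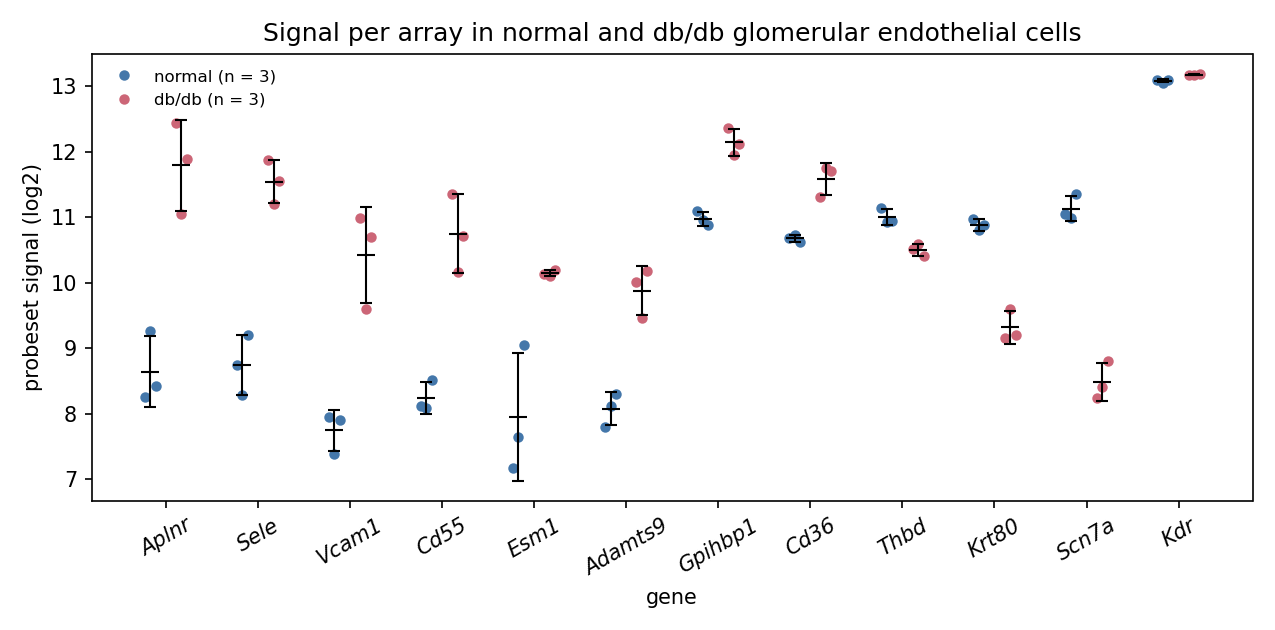
Log2 probeset signal of 12 genes in each array (points) of normal and db/db GEC, with the mean and SD of 3 arrays per group (bars). Aplnr, Sele and Vcam1 were higher and Scn7a was lower in each db/db array than in any normal array, and Kdr lay near 13.1 in both groups.

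Genes of adhesion and leukocyte recruitment shifted up in db/db GEC as a list (camera adjusted p = 3.01e-05, and adjusted p = 0.0843 with an estimated correlation). Of 17 measured members 7 rose, 0 fell and 10 did not pass, with limma and adjusted over the list alone, and with an intensity trend Cd47 rose and Podxl fell too (adjusted p = 0.0483 and 0.0414). Besides Sele and Vcam1, the members that rose were Icam1, a ligand of leukocyte integrins (1.83-fold, log2 change 0.88 ± 0.13 SE), Cxcl16, a chemokine held on the cell surface (1.84-fold, 0.88 ± 0.16), Cx3cl1 (0.60), Mcam (0.67) and Cd34 (0.45). Cd34 did not pass without normal replicate 2 or 3 or diabetic replicate 1 or 3, where its adjusted p lay between 0.0647 and 0.0769. In the same arrays the leukocyte list did not pass (adjusted p = 0.113), the NF-kappaB targets, which inflammatory signals switch on, did not pass (adjusted p = 0.0707), and alpha-globin signal was lower in db/db (log2 change -2.06 ± 0.40). Of 15 NF-kappaB targets 0 rose and 0 fell over the list alone, and Tnfaip3 had the smallest p at a log2 change of 0.90 ± 0.28. None of the adhesion genes that rose, such as Sele, Vcam1 and Icam1, was placed among these 15. The result of the NF-kappaB list therefore does not cover them. Interferon-stimulated genes did not pass either (adjusted p = 0.176), with 0 of 19 members past the test and Rsad2 at 0.42 ± 0.14. Without diabetic replicate 2 the leukocyte, NF-kappaB and interferon lists passed upward (adjusted p = 0.00101, 0.0131 and 9.04e-05), as did Cxcl10 in the interferon list (adjusted p = 0.0394).

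Markers of peritubular and venous endothelium, the capillaries outside the glomerulus, shifted up (camera adjusted p = 4.07e-05, and adjusted p = 0.0843 with an estimated correlation). Of 19 measured members 6 rose, 0 fell and 13 did not pass over the list alone. Gpihbp1, which carries lipoprotein lipase to the capillary lumen, rose 2.25-fold (10.98 ± 0.11 to 12.15 ± 0.20, n = 3 per group), and Cd36, a fatty acid transporter, rose 1.88-fold (10.68 ± 0.05 to 11.59 ± 0.24). Esm1, a proteoglycan of sprouting endothelium, rose 4.56-fold (7.96 ± 0.97 to 10.15 ± 0.04), and Fabp4, a fatty acid carrier, rose by 0.45 on the log2 scale, with Aplnr and Vcam1 as the other members. Esm1 did not pass without normal replicate 2 (adjusted p = 0.0509) or diabetic replicate 1 (adjusted p = 0.0551), nor Fabp4 without normal replicate 1 or 3 or diabetic replicate 1 (adjusted p = 0.0629, 0.0563 and 0.0559). Plvap, the diaphragm protein of fenestrated capillaries outside the glomerulus, did not pass, with a log2 change of 0.10 ± 0.15, and Apln passed with no level filter (adjusted p = 0.0433). The globins were lower in the same db/db arrays, as for the adhesion list. Without the 4 members that the study discusses for db/db the list no longer passed (adjusted p = 0.116).

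Medullary endothelial genes that the study's text names shifted up (camera adjusted p = 7.74e-05, and adjusted p = 0.0843 with an estimated correlation). Of 6 measured members 3 rose, 0 fell and 3 did not pass over the list alone. Those that rose were Aplnr, Cd36 and Pde7b, a phosphodiesterase that degrades cAMP (2.58-fold, 7.56 ± 0.91 to 8.92 ± 0.12), whereas Igf1 had a log2 change of 0.24 ± 0.29. Pde7b did not pass without normal replicate 1, where Agmo passed instead (adjusted p = 0.0072), or without diabetic replicate 1, 2 or 3 (adjusted p of Pde7b between 0.082 and 0.107), and its log2 change was 0.90 without normal replicate 2 against 1.37 with all arrays. It did not pass with no level filter either (adjusted p = 0.0515). The glomerular endothelial genes that its text names shifted down (camera adjusted p = 0.000285, and adjusted p = 0.0873 with an estimated correlation). Of these 7 genes 0 rose, 1 fell (Scn7a) and 6 did not pass over the list alone. Gimap3 had a log2 change of -1.17 ± 0.37 and Sema5a of -0.59 ± 0.23, while Ehd3, a regulator of endocytosis, had -0.10 ± 0.09 and Nostrin, which binds endothelial nitric oxide synthase, had 0.12 ± 0.12. Gimap3 passed without diabetic replicate 1 (adjusted p = 0.0048), and with only probesets that have a gene listed and the trend 4 fell, with Gimap3, Sema5a and Gata5 (adjusted p = 0.0451, 0.0482 and 0.0482) beside Scn7a. The globins were lower in the same db/db arrays here too. The study drew both lists from comparisons that involved normal GEC, so they are not independent evidence of a direction. Its full lists were not tested, and Aplnr and Pde7b of the medullary list are also among the genes that it discusses for db/db.

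Lists of other endothelial markers did not pass. Of 23 pan-endothelial markers 0 rose and 0 fell over the list alone (adjusted p = 0.614), with Cldn5, a tight junction protein, at a log2 change of 0.98 ± 0.27 and Sox17 at -0.38 ± 0.11. Of 20 arterial markers 1 rose and 1 fell (adjusted p = 0.975). These were Mgp, an inhibitor of calcification, at 1.05 ± 0.24, and Klf4, a transcription factor that responds to flow, at -0.64 ± 0.11, while Gja5, an arterial connexin, did not pass at 0.68 ± 0.26. Of the fits that left out 1 array Mgp passed only in that without normal replicate 2, its adjusted p in the others lying between 0.0795 and 0.128, and it did not pass with median centring (adjusted p = 0.0544) or the trend (adjusted p = 0.0508). With only probesets that have a gene listed 3 rose and 3 fell, the further ones being Alox12, Unc5b, Eln and Sox17 (adjusted p = 0.0485 each), of which Alox12 and Unc5b rose with quantile normalisation too (adjusted p = 0.0422), and both rose and Eln fell with no level filter (adjusted p = 0.0415). Klf4 did not pass in this list without normal replicate 3 or diabetic replicate 1, 2 or 3 (adjusted p between 0.0757 and 0.115).

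Genes of fatty acid uptake and oxidation shifted up (camera adjusted p = 0.000697, and adjusted p = 0.402 with an estimated correlation). Of 26 measured members 5 rose, 0 fell and 21 did not pass over the list alone. Besides Gpihbp1, Cd36 and Fabp4 these were Fabp7, a fatty acid carrier (8.52 ± 1.08 in db/db, n = 3 per group, against a normal mean of 6.13, below the filter's level of 100 on the linear scale, so no fold is given), and Decr1, a mitochondrial enzyme of unsaturated fatty acid oxidation (log2 change 0.51 ± 0.11). Gpihbp1 and Cd36 passed without each of the 6 arrays in turn. Fabp7 did not pass without normal replicate 1, 2 or 3 (adjusted p between 0.0669 and 0.0771), and without any diabetic replicate it lay below the level filter and was not tested, so its call held in none of these fits. Decr1 did not pass without normal replicate 2 or 3 or any diabetic replicate (0.0507 to 0.0848), and Fabp4 did not without normal replicate 1 or 3 or any diabetic replicate (0.0771 to 0.11). Plin2, a lipid droplet protein, passed without normal replicate 1 (adjusted p = 0.0223) and with only probesets that have a gene listed (adjusted p = 0.0394), and without normal replicate 3 the list itself did not pass (adjusted p = 0.0552). The globins, as given for the adhesion list, were lower in the same db/db arrays.

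Basement membrane and matrix genes shifted up (camera adjusted p = 0.000314, and adjusted p = 0.404 with an estimated correlation). Of 25 measured members 1 rose, 0 fell and 24 did not pass over the list alone, and 21 had a higher mean in db/db. Bgn, the matrix proteoglycan biglycan, rose 2.81-fold (6.94 ± 0.13 to 8.43 ± 0.37, n = 3 per group), except that it did not pass without normal replicate 3 (adjusted p = 0.0571) or diabetic replicate 1 (adjusted p = 0.0581). The type IV collagen chains Col4a1 and Col4a2 had log2 changes of 0.32 ± 0.14 and 0.26 ± 0.13 and did not pass, and Lama4, a laminin chain, passed without diabetic replicate 2 (adjusted p = 0.0353), with array weights (adjusted p = 0.0462) and with only probesets that have a gene listed (adjusted p = 0.0438). Globin signal was lower in the same db/db arrays here as well.

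**Figure D2:**
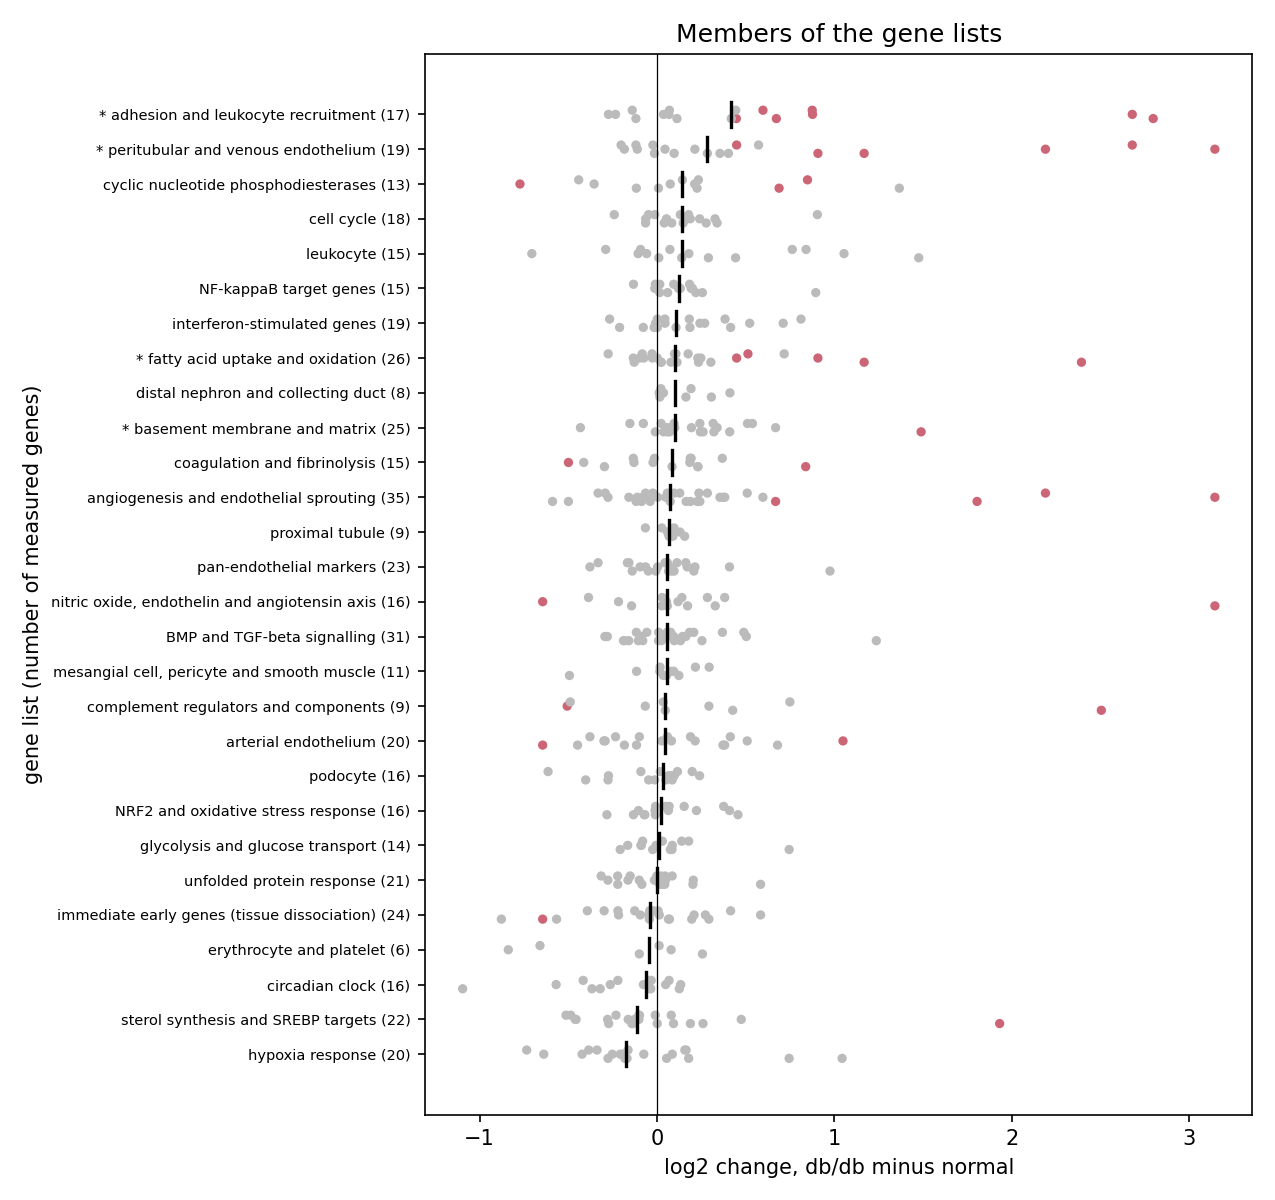
Log2 change of each measured member (points) of the textbook lists of function, pathway and cell type, db/db minus normal, with the median of each list (black bars) and members past the test over the list alone in red. An asterisk marks a list past the camera test. Lists drawn from the study are not shown, and of those shown the adhesion list had the highest median, 0.42.

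The 17 measured genes that the study discusses for db/db shifted up (camera adjusted p = 3.6e-21, and adjusted p = 0.0843 with an estimated correlation). Of these 15 rose, 1 fell and 1 did not pass over the list alone. The study chose them on these samples, so the count is not independent evidence. Adamts9, a secreted metalloprotease, rose 3.49-fold (8.08 ± 0.25 to 9.88 ± 0.38, n = 3 per group), and all 6 of its probesets were higher, by 0.74 to 2.25 on the log2 scale in the 5 with a normal mean above the filter's level of 100. Bmper, a secreted modulator of BMP signals, rose 2.36-fold, Smad3, which carries TGF-beta signals, rose 1.42-fold, and Bmp6 rose 1.29-fold. Tgfb1 did not pass, at a log2 change of 0.49 ± 0.22, but did without normal replicate 3 (adjusted p = 0.0215). Bmp6 did not pass without normal replicate 1 or diabetic replicate 1 or 2 (adjusted p = 0.0581, 0.0511 and 0.0565), and Pde7b did not without normal replicate 1 or any diabetic replicate (0.055 to 0.0682), its log2 change without normal replicate 2 being 0.90. Fabp7 passed in this list without each normal replicate and was not tested without any diabetic one. A further list held genes that the study gives as not changed. Of its 5 measured members 0 rose and 0 fell (adjusted p = 0.113), and Apln, which encodes apelin, had a log2 change of 0.28 ± 0.09, Nos3 of 0.06 ± 0.14, Nos2 of 0.33 ± 0.15, Nos1 of 0.03 ± 0.08 and Tgfb2 of 0.10 ± 0.20, while Tgfb3 lay below the level filter. That list passed upward without diabetic replicate 2 (adjusted p = 0.0385).

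In the full list of BMP and TGF-beta signalling 0 of 31 members rose or fell over the list alone (adjusted p = 0.418). Of 35 genes of angiogenesis and endothelial sprouting 4 rose, 0 fell and 31 did not pass, and the list did not pass (adjusted p = 0.0707). These were Adamts9, Aplnr, Esm1 and Lama4, a laminin chain of vessel walls (log2 change 0.67 ± 0.15). Of the fits that left out 1 array Esm1 passed in this list only in that without normal replicate 3, and Lama4 only in that without diabetic replicate 2. In the others their adjusted p lay between 0.0776 and 0.139 for Esm1 and between 0.0944 and 0.139 for Lama4, which did not pass with the trend either (adjusted p = 0.0553). Cxcr4, a chemokine receptor, passed without normal replicate 3 (adjusted p = 0.0218). The list itself passed with quantile normalisation (adjusted p = 0.0403), without normal replicate 2 (adjusted p = 0.0318) and without diabetic replicate 2 or 3 (adjusted p = 0.0402 and 0.0406).

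Of 13 cyclic nucleotide phosphodiesterases 2 rose, 1 fell and 10 did not pass over the list alone (list adjusted p = 0.342). The list passed upward at a level of 200, where 9 were measured (adjusted p = 0.0251). Pde4d and Pde4b, which degrade cAMP, rose 1.61-fold and 1.80-fold, and Pde5a, which degrades cGMP, fell by 0.77 on the log2 scale. Pde4d had 3 tested probesets, and those with a lower mean had log2 changes of 1.47 ± 0.27 and -0.07 ± 0.77. The probeset of Pde4b is numbered close to that of Lepr, the gene mutated in db/db (10506335 and 10506301). Whether the rise of Pde4b belongs to the region around Lepr rather than to diabetes was not tested. Pde4b did not pass without normal replicate 1 or 2 or diabetic replicate 1 or 3 (adjusted p between 0.0501 and 0.123), nor Pde5a without normal replicate 2 or diabetic replicate 2 or 3 (adjusted p between 0.0598 and 0.0795), and Pde7b passed without normal replicate 3 (adjusted p = 0.0156) and with array weights (adjusted p = 0.0423). Of 9 complement genes 1 rose and 1 fell (list adjusted p = 0.614), namely Cd55 and Cd59a, a membrane inhibitor of the terminal attack complex, which fell by 0.51, with Cfb passing without diabetic replicate 2 (adjusted p = 0.0369). Of 16 genes of the nitric oxide, endothelin and angiotensin axis 1 rose and 1 fell (list adjusted p = 0.592), namely Aplnr and Klf4.

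Of 15 genes of coagulation and fibrinolysis 1 rose and 1 fell over the list alone (list adjusted p = 0.75). Ptgis, the prostacyclin synthase, rose 1.79-fold, and Thbd, the thrombin receptor thrombomodulin, fell by 0.50 on the log2 scale (11.01 ± 0.12 to 10.51 ± 0.09, n = 3 per group). Ptgis did not pass without normal replicate 1 (adjusted p = 0.0655) or 3 (adjusted p = 0.0503). F2r and Pros1 passed without normal replicate 2 (adjusted p = 0.0282 and 0.0309). Thbd did not pass in this list without normal replicate 1 or 3 or diabetic replicate 1 or 3 (adjusted p between 0.0526 and 0.094). It passed without each array in turn in the list of 17 genes that the study discusses. The study chose those genes on these samples, so that result is not independent evidence for Thbd.

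Other lists of metabolism and stress did not pass. Of 22 genes of sterol synthesis 1 rose and 0 fell over the list alone (list adjusted p = 0.32). This was Ch25h, which makes 25-hydroxycholesterol, at 3.82-fold (7.51 ± 0.40 to 9.45 ± 0.17, n = 3 per group), while Scd1, a fatty acid desaturase, had a log2 change of -0.51 ± 0.17 and Insig1 of -0.46 ± 0.13, which passed without normal replicate 2 (adjusted p = 0.0411). In 5 further lists 0 members rose or fell, namely glycolysis (14 measured, adjusted p = 0.757), NRF2 and oxidative stress (16, adjusted p = 0.401), the unfolded protein response (21, adjusted p = 0.614), hypoxia (20, adjusted p = 0.0707) and the cell cycle (18, adjusted p = 0.113). Pfkfb3, which drives glycolysis, had a log2 change of 0.75 ± 0.16, Hmox1, an enzyme of heme breakdown, of 0.46 ± 0.16, Atf3 of 0.58 ± 0.16, Higd1a of -0.64 ± 0.15 and Plk1 of 0.34 ± 0.12. Of 24 immediate early genes, which respond to tissue dissociation, 0 rose and Klf4 fell (list adjusted p = 0.338), though without 1 array Klf4 did so only without normal replicate 2, its adjusted p without the others lying between 0.0556 and 0.148, and it did not pass with the trend (adjusted p = 0.0521). Of 16 circadian clock genes 0 rose and 0 fell (list adjusted p = 0.0707), and 12 had a lower mean in db/db, with Nfil3 at -1.10 ± 0.27 and Cry1 at -0.57 ± 0.20. The hypoxia list passed downward without normal replicate 3 (adjusted p = 0.048) or diabetic replicate 2 (adjusted p = 0.0131), the circadian list downward without the same arrays (adjusted p = 0.0372 and 0.0385), and the cell cycle list upward without diabetic replicate 2 (adjusted p = 0.000894), where Cdk1 passed too (adjusted p = 0.0465). Nfil3 passed without normal replicate 1 (adjusted p = 0.0268). With no level filter the hypoxia and circadian lists passed downward (adjusted p = 0.0397 each) and the NF-kappaB list upward (adjusted p = 0.0315). Pfkfb3 passed in the glycolysis list with quantile normalisation, a level of 200 or only probesets that have a gene listed (adjusted p = 0.0326, 0.0408 and 0.0372). In the hypoxia list it passed with quantile normalisation (adjusted p = 0.0466), and both it and Higd1a passed there with median centring, array weights or only probesets that have a gene listed (adjusted p = 0.0494, 0.0457 and 0.0481 for each).

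Markers of other kidney cells did not pass over their lists. Of 16 podocyte genes 0 rose and 0 fell (list adjusted p = 0.614, a positive median with a negative mean), Podxl, which GEC also express, being at -0.27 ± 0.10. No member passed among 11 mesangial and smooth muscle genes (adjusted p = 0.757), 9 of the proximal tubule (adjusted p = 0.249) or 8 of the distal nephron (adjusted p = 0.113). Examples were Meis1 at 0.29 ± 0.31, Cyp4b1 at 0.06 ± 0.09 and Umod at 0.31 ± 0.13. Of 15 leukocyte genes 0 rose and 0 fell, with Aif1, a macrophage gene, at 1.05 ± 0.34, Cd68 at 0.76 ± 0.27, H2-Aa, a class II antigen-presenting molecule, at 1.48 ± 0.79 and Cd14 at -0.71 ± 0.41. Over the fits that left out 1 array the log2 change of Cd14 ran from -1.01 to -0.24. Of 6 erythrocyte and platelet genes 0 passed (adjusted p = 0.614), with Ppbp at -0.84 ± 0.48, or from -1.24 to -0.35 without 1 array. Alpha-globin and beta-globin probesets, which carry several gene symbols and so were in no list, had log2 changes of -2.06 ± 0.40 and -1.77 ± 0.25 (averaged over their probesets) and did not pass over all probesets. Without normal replicate 1 Npnt passed among podocyte genes (adjusted p = 0.0105), without diabetic replicate 3 Cd68 among leukocyte genes (adjusted p = 0.0153) and without normal replicate 3 Pf4 among platelet genes (adjusted p = 0.0223), and the leukocyte list itself passed upward without diabetic replicate 2 (adjusted p = 0.00101).

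Among sex-linked markers Uty rose over its list alone (0.72 ± 0.12, 3 measured), while Eif2s3y (9.54 ± 0.07 and 9.57 ± 0.21) and Kdm5d (9.04 ± 0.68 and 9.26 ± 0.17) did not pass. Over single arrays Eif2s3y ran from 9.39 to 9.79 and Xist from 5.30 to 5.66, so these values show no array that differs in sex. Xist lay below the level filter in both groups (5.36 and 5.58). Lepr, the gene mutated in db/db, also lay below it (4.92 and 4.83), and its probeset covers the whole gene and does not test the mutation. Among 51 probesets of genes within 100 genes of Lepr 0 passed over all probesets, as among 13928 probesets of other genes, and at an unadjusted p under 0.05 there were 3 (5.88%) against 901 (6.47%, exact Fisher test, two-sided p = 1).

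Of the 20661 probesets, 1320 had an unadjusted p under 0.05 in limma's test, where 1033 would by chance, and 719 of these were higher and 601 lower in db/db, but with median centring 47.6% of 1312 were higher. Scn7a, Spa17, Krt80, Axin2 and Hmcn1 had the smallest p among lower genes. Spa17, a sperm surface protein, had a log2 change of -1.43 ± 0.13, Krt80, a keratin, of -1.56 ± 0.14 and Axin2, a Wnt target, of -0.81 ± 0.09. These values did not pass over all probesets. Hmcn1 was placed here by its probeset with the smallest limma p (0.000317, log2 change -2.86 ± 0.37). The db/db mean of that probeset, 5.65, lay below the filter's level, so the size of its change is uncertain. The Hmcn1 probeset with the highest mean was not lower. Among higher genes the smallest p belonged to Sele, Gpihbp1, Klhl6 (0.85 ± 0.10), Ch25h and Pde4d. At a fold change of at least 1.5 there were 492, of which 275 were higher, 217 were lower and 185 had no gene listed, but without normal replicate 2 there were 259 higher and 290 lower. The methods' t-test called 0 probesets after adjustment, 1280 at an unadjusted p under 0.05, 313 of these with over 1.5-fold (180 higher, 133 lower) and 52 with over 3-fold, of which 23 carried exactly 1 symbol, from 16 genes. Of the 32 lists tested, camera called 7 (6 up, 1 down), 0 with an estimated correlation and 15 without diabetic replicate 2, while fry called 5 by direction and 20 in either direction. Of 50 simulated probesets changed by each fold, limma found 44% at 2-fold, 90% at 4-fold and 96% at 8-fold among 20661. These changes and 50 of 16-fold were present at once, which makes the adjustment over all probesets less strict for each. In the real arrays Aplnr (8.85-fold, limma adjusted p = 0.328) and Sele (6.95-fold, adjusted p = 0.228) did not pass over all probesets. The simulated shares therefore do not give the chance that a real change of the same fold passes here.

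Hmcn1, which encodes the large matrix protein hemicentin, was read by 41 tested probesets, of which 9 were higher and 32 lower in db/db. Their log2 changes ran from -3.17 to 1.19, and at an unadjusted p under 0.05 there were 11 lower and 1 higher. The probeset at -3.17 lay below the filter's level in diabetic replicates 2 and 3 (6.32 and 5.65). Those at -2.50, -2.84 and -2.86 had db/db means below that level (6.28, 5.40 and 5.65). The sizes of these falls are therefore uncertain. A run of 5 probesets in number order was lower by at least 1 on the log2 scale. The smallest fall in the run, -1.02, also had a db/db mean below the level (6.54). The probeset with the highest mean had a change of 0.40 ± 0.53, which ran from -0.10 to 0.92 without 1 array.

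**Figure D3:**
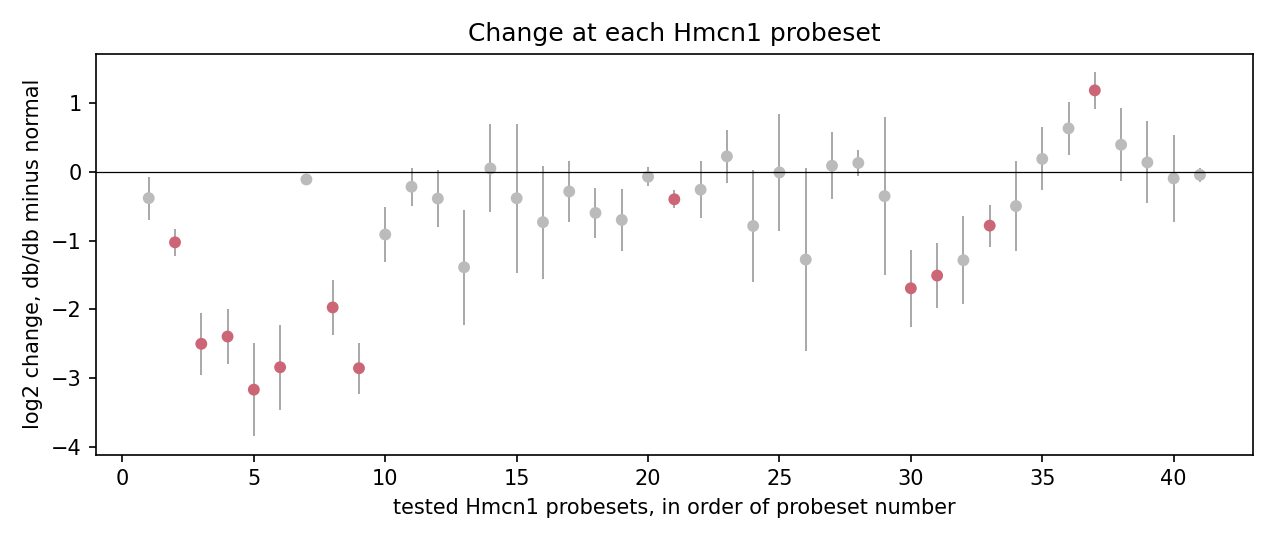
Log2 change with its SE, db/db minus normal, at each of 41 tested Hmcn1 probesets in order of probeset number, with those at an unadjusted p under 0.05 in red. The changes ran from -3.17 to 1.19. For the lowest, db/db signal lay below the filter's level in some arrays, so its size is uncertain.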

Values the study reported

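The study reported 267 probesets with over 1.5 fold change between db/db and wild type GEC in an unpaired t-test, and 22 genes at a minimum of 3 fold. It gave a 9 fold rise of e-selectin, a 7.8 fold rise of Agtrl1 (the apelin receptor, now named Aplnr), a 5 fold rise of CD55 and a rise of about 5 fold for Esm1. Fabp7 and Gpihbp1 were each given at about 4 fold, Bmper at 3.4 fold and Pde7b at 3.3 fold. Smaller rises were given for Bmp6 (1.6 fold), TGFβ1 (1.5 fold), Smad3 (1.4 fold) and for Pde4b and Pde4d (about 1.5 fold). Thrombomodulin was given as 1.5 fold lower in db/db.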

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

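The limit to probesets with a gene listed, its form with an intensity trend, and lists without the genes that the study discusses were tests chosen only after the results were seen. The count of probesets past the threshold over all probesets was 0 in limma under quantile normalisation, median centring, no level filter, a level of 200, the trend with and without a robust prior, array weights and the limit to probesets with a gene listed, and 0 in the methods' t-test. It was 0 to 0 over the fits that left out 1 array, as were the counts higher, lower and at 1.5-fold or more, and the smallest adjusted p there ran from 0.108 to 0.479. At an unadjusted p under 0.05 limma gave 1320 probesets and the methods' t-test 1280. Scn7a alone passed, and so made a count of 1, in 2 settings. These were 1 probeset per gene (adjusted p = 0.0336) and probesets that have a gene listed with the trend (adjusted p = 0.039, 1 lower and 1 at 1.5-fold or more). With 1 probeset per gene 12763 tests replaced 20661. The unadjusted limma p of Scn7a was also smaller there, 2.64e-06 against 1.01e-05, so the number of tests was not the only change. Without adjustment the methods' t-test gave 313 probesets over 1.5-fold, since that criterion has no correction for the number of tests. A replicate block, which takes same-numbered arrays as if they were pairs, gave 0 probesets, although the numbers do not pair the samples.

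The camera count of 7 lists was 8 with quantile normalisation, 10 with no level filter and 7 with median centring, the trend, array weights or the mean of a gene's probesets. It was also 7 at a level of 200, but of 26 lists, where the phosphodiesterases passed newly and the medullary list had too few members to test. It was 0 with an estimated correlation, 20 with fry in either direction, which does not compare a list with other genes, and 4 without the genes that the study discusses, but of 30 lists, where the peritubular list no longer passed and the medullary and study-discussed lists could not be tested. It was 11 with the replicate block, and the cause was not tested. Leaving out 1 array gave 7 to 15 lists, the 15 without diabetic replicate 2, and the cause was not tested. Fry by direction gave 5, without the fatty acid list (adjusted p = 0.107) and the matrix list (adjusted p = 0.153). The estimated correlation lay below the preset 0.01 for the adhesion (-0.00382), peritubular (0.00435), medullary (-0.0821) and glomerular (-0.0952) lists. A higher correlation between genes thus does not account for their loss with the estimate. For the fatty acid (0.102), matrix (0.189) and study-discussed (0.137) lists the estimate lay above the preset. Over all alternatives, list results stayed on their side of the threshold 507 times, passed newly 34 times and no longer passed 11 times, and 16 that passed neither time changed sign. For the named genes 1393 values stayed, 16 small ones that had not passed changed sign, and Scn7a passed as given above. No named gene had passed over all probesets at first. A value that stayed was therefore 1 that again did not pass, and the count says little about how robust the changes are. The share of probesets past the threshold near Lepr was 0 throughout, at windows of 50, 100 and 200 genes and with no level filter, and it can only be 0 without 1 array, where 0 probesets passed. The trend with a robust prior was not run for lists, since camera has no such setting, and a pseudocount was not needed, as the values are log2. Array signal close to background, as for Lepr and Tgfb3, limits what can be read for dim genes.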

Other observations

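Some genes outside the lists and outside the rule for naming had changes of over 3-fold in the methods' t-test at an unadjusted p under 0.05, and they were chosen after their values were seen. Il1a, which encodes an inflammatory cytokine, had 6.02 ± 0.86 in normal and 9.19 ± 0.80 in db/db GEC (log2, mean ± SD, n = 3 per group), its normal mean lying below the filter's level of 100 on the linear scale. Cnmd, which encodes chondromodulin, an inhibitor of vessel growth, had 11.07 ± 0.57 in normal and 9.39 ± 0.20 in db/db. Neither passed over all probesets in limma's test, where 0 of 20661 passed, 1320 had an unadjusted p under 0.05 and the methods' t-test called 0.

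Of the tests in this part, those on low capillary markers, Ehd3, globins and immediate early genes and the splits for the probeset counts and for lists without the genes that the study discusses were chosen only after the results were seen, and those on leukocyte genes and the splits for whole lists were not.

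Over the list alone 6 of 19 peritubular and 3 of 6 medullary genes rose while Scn7a fell, which endothelial cells from outside the glomerulus in the db/db sorts could give, though the sieving of glomeruli would remove such cells. As a source of the rise such cells cannot be told apart from a change within GEC, since the 6 low markers at hand (Apln, Lrg1, Igfbp3, Nr2f2, Plvap and Vwf, median log2 change 0.25) leave out the genes that rose and lie near the level filter. Dilution of GEC by other cells would lower all genes of the glomerular list, but Ehd3 had a log2 change of -0.10 ± 0.09 beside -2.65 ± 0.18 for Scn7a. These values argue against dilution as the whole source of the fall of Scn7a. A change of expression within db/db GEC stays open and was not tested with these arrays, though the study describes stronger staining of db/db glomeruli for the proteins of Aplnr, Esm1 and Gpihbp1.

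Globin signal was lower in db/db, and a smaller number of red cells or reticulocytes carried into the db/db sorts may account for it, though the sort on Tie2-GFP would remove cells without the transgene's signal. With fewer red cells alpha and beta globin would fall together, and the change of their difference was -0.29 ± 0.29 (log2, SE), with alpha at -2.06 ± 0.40 and beta at -1.77 ± 0.25. A strain difference at the beta-globin locus would leave alpha-globin in place, and its change of -2.06 argues against it. Fewer carried red cells, a change in the blood of db/db mice and a change within GEC stay open, the last pair untested.

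Of 17 adhesion genes 7 rose over the list alone, and activation of the cells during tissue dissociation could raise them. If that activation included immediate early genes, they would be higher in db/db, but their median log2 change was -0.041 over 24 genes, of which 1 was over 0.5. This argues against activation that raises immediate early genes too. Activation that raises adhesion genes without them was not tested. Leukocytes in the db/db sorts cannot be told apart from a rise in GEC by the genes chosen for that test, since 1 of the 5 was measured, Tyrobp at -0.058 ± 0.64, which was 0.60 without diabetic replicate 2. The sort on Tie2-GFP would remove leukocytes that lack the transgene's signal. A rise within db/db GEC stays open as an untested hypothesis.

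The 6 arrays can be split into 3 and 3 in 10 ways, too few for a share under 0.05. The real split gave 492 probesets at an unadjusted p under 0.05 and at least 1.5-fold, and the highest of the other splits gave 393. It gave 0 probesets past the adjusted threshold against 2, and 7 lists against 5. The 7 include genes that the study chose on these samples, and without the genes that it discusses the real split gave 4 of 30 lists, fewer than the 6 of another split.

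Gpihbp1 was 2.25-fold higher in db/db here. That is lower than the value quoted from the study above. Sele (6.95-fold), Bmper (2.36-fold), Pde7b (2.58-fold) and Bmp6 (1.29-fold) were also among those below their quoted values. Aplnr (8.85-fold), Cd55 (5.68-fold), Pde4b (1.80-fold) and Pde4d (1.61-fold) lay above theirs. The quoted values were not checked to rest on the same normal arrays.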
